A study of Mus musculus with 10 samples. Its data were reported in "System‐level analyses of keystone genes required for mammalian tooth development" (2020).

How the data were processed

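RNA from first molar tooth germs of NMRI mouse embryos, an outbred laboratory stock, was measured on Affymetrix Mouse Exon 1.0 arrays, which carry probes along the exons of each gene and read 1 biotin-labelled sample per array. Between 12 and 18 germs were pooled for each sample, and 5 arrays were made at each of the embryonic days 13.5 (E13.5) and 14.5 (E14.5). Replicates carry the numbers 1, 2, 4, 5 and 6 at both stages.

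The authors normalized the arrays with aroma.affymetrix, using a custom probe grouping in which the probes of an Ensembl gene form 1 probe set, and deposited 1 value per gene and array. The deposited values were read as log2 signals, because they ran from 1.30 to 12.83 with array medians between 5.06 and 5.22. The log base, the background correction and the summary model are not stated, so differences are in log2 units on that reading. The table held 27528 genes on all 10 arrays. Scanner files, detection calls and scan dates were not used here, so neither the signal over background of a gene nor a scan batch could be examined. The number of arrays limits the precision. The signal of a gene also depends on how well its probes bind, so levels were compared between categories of genes as medians, and a difference in level between 2 single genes is not a difference in transcript number.

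Gene categories were those tabulated by the study from published mouse mutants. Progression genes are those whose loss arrests tooth development. Shape genes are those whose loss alters the shape of the tooth. Double genes arrest the tooth only when mutated in combination with a related gene. Tissue genes are needed for the hard tissues formed later, and dispensable genes are those expressed in the tooth with no reported effect on it when lost. The table held 15 of 15 progression, 28 of 28 shape, 11 of 11 double, 27 of 27 tissue and 98 of 100 dispensable genes; Il11ra and Sdc3 had no matching ID. The remaining 27343 genes, in none of these 5 categories nor in the study's short list of eruption genes, formed the category called other, which thus holds the pathway genes outside the categories. A list of developmental-process genes and a restriction to protein-coding genes were not used here, so the category is broader than the comparison sets of the study. Of 269 tabulated genes of the Wnt, Tgfb, Fgf, Hedgehog, Notch and Eda pathways, 267 were in the table. Symbols were taken from the study's lists, which pair 399 genes with their Ensembl IDs, 395 of them in the table. The Ensembl column of the reference gene table (GRCm38.p6) is empty, so no further ID was matched and no coordinates are given.

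Genes changed between stages were tested with limma 3.58.1 in R 4.3.3 (lmFit and eBayes, E14.5 minus E13.5, two-sided, all 10 arrays, no covariate), with Benjamini-Hochberg adjustment over all genes and a threshold of 0.05. Category levels were tested within a stage on the mean of each gene over its 5 arrays. The difference of 2 category medians was compared with 100000 permutations of the category labels of genes, one-sided, adjusted over 18 comparisons. These tests permute genes, so the gap was also computed on every array. Changes of a category between stages used the median of its genes on each array and an exact two-sided permutation test over the 252 splits of the arrays, adjusted over 5 categories. That test cannot go below 0.00794. Changes of the gap between 2 categories were tested the same way, adjusted over 4 gaps. Pathway comparisons used 100000 random draws at E14.5, one-sided, adjusted over 5 comparisons. Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9 was used for the permutations and plots.

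Genes are named in the text by a rule set before the data were examined. It takes the progression genes past the threshold, the 5 shape genes past it with the largest change, and the 5 largest rises and 5 largest falls among genes with a symbol whose stages do not overlap. It also takes the highest and lowest progression and shape gene at each stage, and the genes of a marker list where that list is discussed. Of 13 marker lists set beforehand, 1 had every gene matched to an ID, the enamel knot list of 12 genes. The lists for proliferation, skeletal muscle, cartilage, erythroid cells, nerve and glia, endothelium, macrophages, female and male had 0 genes matched, dental epithelium and dental mesenchyme 1 each, and bone 2, so these were not tested.

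The limma test was tested on simulated data in which 200 of 27528 genes were changed by 1 log2 unit. Noise was independent between genes, with the SD of each gene within stages of the real arrays. The test recovered 88.5% of the changed genes with 6 calls among the unchanged ones, and made 0 calls when no gene was changed. Signal differences shared by the genes of an array were not simulated, so false calls under them were not measured. In simulated category comparisons of 15 genes against 98, 3% of random lists and 81% of lists raised by 1.5 log2 units were called. Simulated pathway comparisons called 5% of random lists. The exact test of a change between stages called 7% of simulated comparisons, in which random numbers stood for 5 arrays against 5.

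Alternatives were quantile normalization across arrays, centring of each array on its median, omission of the 25% of genes with the lowest mean signal, omission of each array in turn, the replicate number as a block, other variance models, thresholds, statistics and backgrounds. The SD of signals on each array was added as a covariate after the spreads had been seen.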

Results

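Gene expression was compared between bud stage (E13.5) and cap stage (E14.5) mouse molars, with 5 arrays of pooled tooth germs at each stage. Array medians were between 5.06 and 5.22 on the log2 scale. The SD of gene signals on an array ran from 1.51 on E14.5 replicate 4 to 1.74 on E13.5 replicate 6. Correlations across genes, which are not independent replicates, were 0.975 to 0.994 between arrays of a stage and 0.962 to 0.987 between arrays of different stages. No pair of arrays held identical values. The first principal component carried 33.5% of the variance and did not separate the stages (exact permutation p = 0.214, two-sided), whereas the second, with 25.5%, did (exact permutation p = 0.00794, the smallest this design allows). Arrays with a wider spread of signals had lower scores on the first component.

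**Figure D1:**
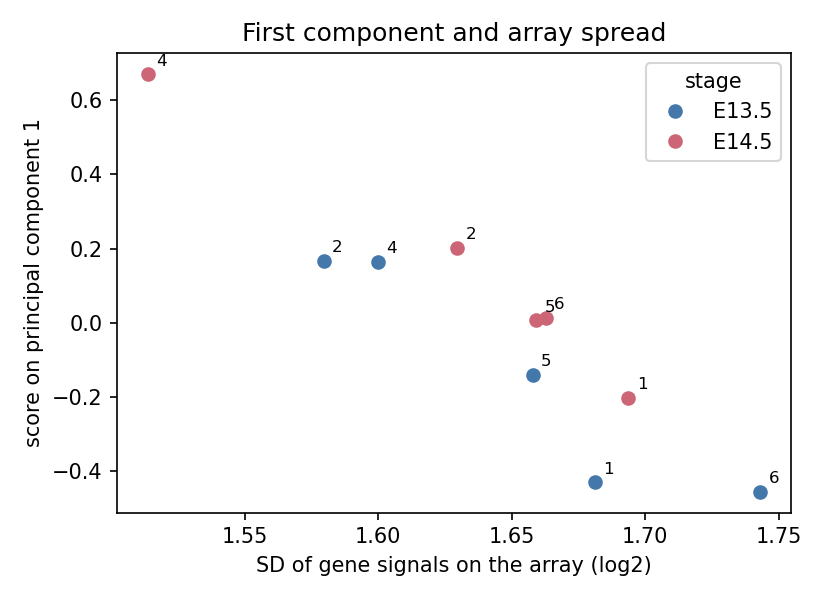
Each point is 1 array, numbered by replicate and coloured by stage, with the SD of its gene signals (log2) on the x axis and its score on the first principal component (no unit) on the y axis. E14.5 replicate 4, with the lowest SD of 1.51, has the highest score, and the stages are intermixed along the component.

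The first question was how many genes differed between the bud and the cap. At an adjusted p under 0.05 (limma with Benjamini-Hochberg adjustment), 2162 of 27528 genes differed, 1201 higher and 961 lower at E14.5. Array quality weights moved this count most upward among the fits at the same threshold, to 3911 genes. Without E13.5 replicate 5 it was 1479, and without E14.5 replicate 6 it was 1490. A change of at least 1 log2 unit was seen in 171 of the 2162 genes, 85 higher and 86 lower. The arrays of the stages did not overlap in 2433 genes, or 8.84% of the table, where chance gives 0.794%. The median of all genes shifted by -0.0145 between stages.

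Among genes with a symbol, the largest rise was that of *Shh* (ENSMUSG00000002633), from 6.68 ± 0.27 to 8.70 ± 0.23 (SD, n = 5 arrays per stage), a change of 2.02 ± 0.14 (SE, limma adjusted p = 8.69e-06). *Sp6* (ENSMUSG00000038560) rose by 1.99, *Spp1* (ENSMUSG00000029304) by 1.89, *Fgf4* (ENSMUSG00000050917) by 1.59 and *Wnt10a* (ENSMUSG00000026167) by 1.46 log2 units, with limma adjusted p between 8.17e-06 and 3.31e-05. The largest fall was that of *Lhx8* (ENSMUSG00000096225), from 8.90 ± 0.17 to 7.45 ± 0.06 (SD, n = 5), a change of -1.45 ± 0.08 (SE, limma adjusted p = 3.1e-06). *Frzb* (ENSMUSG00000027004) fell by 1.35, *Pax9* (ENSMUSG00000001497) by 1.18, *Ptprz1* (ENSMUSG00000068748) by 1.16 and *Pdgfra* (ENSMUSG00000029231) by 1.13 log2 units, with limma adjusted p between 7.37e-06 and 0.000812. Larger changes were seen in genes with no symbol at hand. ENSMUSG00000009580 rose by 5.13 and ENSMUSG00000029306 by 2.87, while ENSMUSG00000033737 fell by 2.24 and ENSMUSG00000057457 by 1.73; these 4 were chosen after their values were seen.

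The next question was whether the genes needed for tooth development are expressed at a higher level than control categories. At E13.5 the progression median was 7.83, against 6.39 for tissue, 6.60 for dispensable and 5.11 for other genes. The difference was 1.44 from tissue (permutation p = 0.00146, adjusted 0.00328), 1.23 from dispensable (permutation p = 0.00125, adjusted 0.00321) and 2.72 from other genes (permutation p = 1e-05, the smallest the permutations can give, adjusted 6e-05). At E14.5 the progression median was 8.06, and the differences were 1.73 from tissue (permutation p = 0.00036, adjusted 0.0013), 1.25 from dispensable (permutation p = 0.00211, adjusted 0.0038) and 2.94 from other genes (permutation p = 1e-05, again the smallest possible, adjusted 6e-05). On single arrays the gap between progression and tissue was 1.62 ± 0.23 at E13.5 and 1.73 ± 0.14 at E14.5 (SD, n = 5), and it was above 0 on 5 of 5 arrays at both stages. Among the alternatives, the progression difference from tissue at E13.5 moved most with the difference of means, to 1.85. All 6 progression comparisons stayed past the threshold in each alternative run.

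The shape median was 7.26 at E13.5 and 7.56 at E14.5. At E14.5 it was above tissue by 1.24 (permutation p = 0.00182, adjusted 0.00364), above dispensable by 0.76 (permutation p = 0.00903, adjusted 0.0135) and above other genes by 2.45 (permutation p = 1e-05, the smallest possible, adjusted 6e-05). At E13.5 the differences were 0.87 from tissue (permutation p = 0.0415, adjusted 0.0498) and 0.65 from dispensable (permutation p = 0.0367, adjusted 0.0472). Both lost their call when E13.5 replicate 2, 5 or 6 was left out, with differences down to 0.75 from tissue and 0.59 from dispensable, and also in a two-sided test. The difference from other genes at E13.5 was 2.14 (permutation p = 2e-05, adjusted 9e-05). Its call was kept in each alternative, but its size fell to 1.44 without dim genes. For shape against tissue and against dispensable at E13.5, the study's own microarray p-values lay above the threshold used here.

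The double median was 7.38 at E13.5 and 7.05 at E14.5. It was above other genes at both stages, by 2.27 (permutation p = 0.00067, adjusted 0.00201) and 1.93 (permutation p = 0.00355, adjusted 0.00581). At E13.5 it was above tissue by 0.99 (permutation p = 0.0255, adjusted 0.0354). That call was lost without E13.5 replicate 6, where the difference was 0.92. The study's own permutation tests of its microarrays did not find double genes raised against tissue. The difference from tissue at E14.5 (0.72, permutation p = 0.0695, adjusted 0.0736) and those from dispensable genes at E13.5 (0.78, permutation p = 0.0676, adjusted 0.0736) and E14.5 (0.24, permutation p = 0.268, adjusted 0.268) did not pass.

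Within the progression category *Ctnnb1* had the highest signal at both stages, 9.69 ± 0.05 and 9.80 ± 0.06 (SD, n = 5). The lowest was *Shh* at E13.5 (6.68 ± 0.27) and *Bmp4* at E14.5 (7.09 ± 0.14). In the shape category *Barx1* was highest at E13.5 (8.97 ± 0.28) and *Foxi3* at E14.5 (9.76 ± 0.14), while *Fgf3* (4.35 ± 0.17) and *Fgf10* (4.65 ± 0.08) were lowest at E13.5 and E14.5, respectively. The signals of different genes also depend on their probes.

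Whether a category moved as a whole between stages was asked with its median on each array. The double median fell by 0.32 at E14.5, from 7.42 ± 0.10 to 7.11 ± 0.09 (SD, n = 5, exact permutation p = 0.00794, adjusted 0.0198), and the dispensable median was higher by 0.26, from 6.53 ± 0.09 to 6.80 ± 0.08 (SD, n = 5, exact permutation p = 0.00794, adjusted 0.0198). In both the arrays of the stages did not overlap, and no omitted array removed the call. With list means in place of medians both calls were kept (adjusted exact permutation p = 0.0132 for each). The dispensable change was then smaller, at 0.11, while the double change was -0.32. The shape median was higher by 0.33 and the progression median by 0.16 (exact permutation p = 0.0238, adjusted 0.0298, for each). Quantile normalization kept both calls (0.36 and 0.20, adjusted exact permutation p = 0.00992 for each). They were lost when each array was centred on its median (adjusted exact permutation p = 0.0661 and 0.129) and when any array other than E13.5 replicate 6 or E14.5 replicate 4 was left out. The mean of the progression genes did not rise (-0.0078), and 7 of the 15 genes were higher at E14.5. The tissue median did not differ (0.05, exact permutation p = 0.548, adjusted 0.548).

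**Figure D2:**
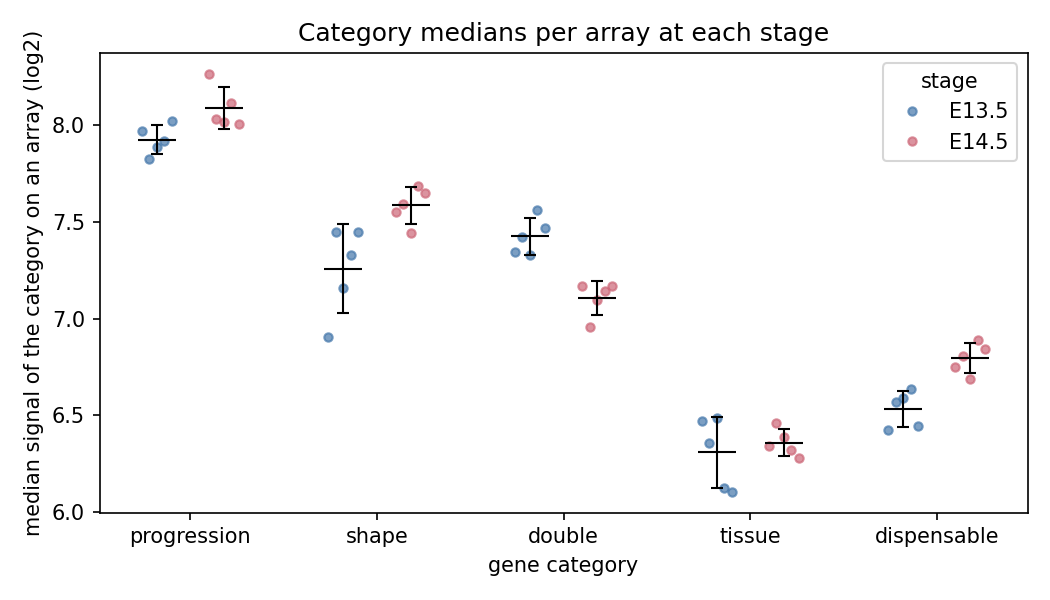
Points are the median signal (log2, y axis) of the genes of each category (x axis) on single arrays, 5 per stage; horizontal bars are means and error bars are SD. The double medians lie between 7.33 and 7.56 at E13.5 and between 6.96 and 7.17 at E14.5 without overlap.

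None of the 4 planned gaps of progression and shape was shown to change between stages. The gap changed by 0.11 for progression minus tissue (exact permutation p = 0.357, adjusted 0.476), by -0.0999 for progression minus dispensable (exact permutation p = 0.262, adjusted 0.476), by 0.28 for shape minus tissue (exact permutation p = 0.198, adjusted 0.476) and by 0.0663 for shape minus dispensable (exact permutation p = 0.492, adjusted 0.492). With list means in place of medians, 3 of these 4 gaps passed at an adjusted exact permutation p of 0.0317, the exception being progression minus tissue, whose change was then below 0 and did not pass. The gaps of the double category were tested only after their values were seen. Double minus dispensable fell from 0.89 ± 0.11 to 0.31 ± 0.11 (SD, n = 5, exact permutation p = 0.00794, adjusted 0.0119 over 3 gaps and 0.0278 over all 7) and double minus other from 2.30 ± 0.14 to 1.98 ± 0.13 (SD, n = 5, with the same exact permutation p of 0.00794), both without overlap of arrays. Double minus tissue fell by 0.37 (exact permutation p = 0.0238, adjusted 0.0238 over 3 gaps), which did not pass over all 7 (adjusted 0.0556).

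Single genes within the categories went both ways. Of the 15 progression genes, 7 passed the threshold over all genes, and 11 when adjusted over the list alone (limma, Benjamini-Hochberg). *Shh*, *Fgfr2* (ENSMUSG00000030849, by 0.55) and *Trp63* (ENSMUSG00000022510, by 0.42) were higher at E14.5. *Pax9*, *Msx1* (ENSMUSG00000048450), *Inhba* (ENSMUSG00000041324) and *Bmp4* (ENSMUSG00000021835) were lower, *Msx1* with a change of -0.98, *Inhba* of -0.80 and *Bmp4* of -0.56. *Msx1*, *Inhba* and the shape genes *Barx1* and *Pdgfra* belong to a list of 12 mesenchymal genes whose median fell. *Trp63* belongs to a list of 7 epithelial genes whose median rose. For these genes tissue makeup is not separated from regulation. Of the 28 shape genes, 18 passed, 12 higher and 6 lower, and 24 passed when adjusted over the list alone. Their largest changes were those of *Sp6*, *Wnt10a*, *Pdgfra*, *Barx1* (-0.97 ± 0.12, SE, limma adjusted p = 0.000438) and *Fst* (0.96 ± 0.14, SE, limma adjusted p = 0.000906). *Foxi3* rose by 1.02 ± 0.29 (SE, limma adjusted p = 0.0513) and did not pass; without E13.5 replicate 1 the rise was 0.70 and passed (limma adjusted p = 0.00132, range over its alternatives 0.00132 to 0.128), as it also did without E13.5 replicate 2 (1.12) and, among others, with quantile normalization (1.11). In the other categories 7 of 11 double, 8 of 27 tissue and 38 of 98 dispensable genes passed; adjusted over the list alone these counts were 7, 13 and 45. The count of double genes was 4 without E13.5 replicate 5, E14.5 replicate 5 or E14.5 replicate 6.

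**Figure D3:**
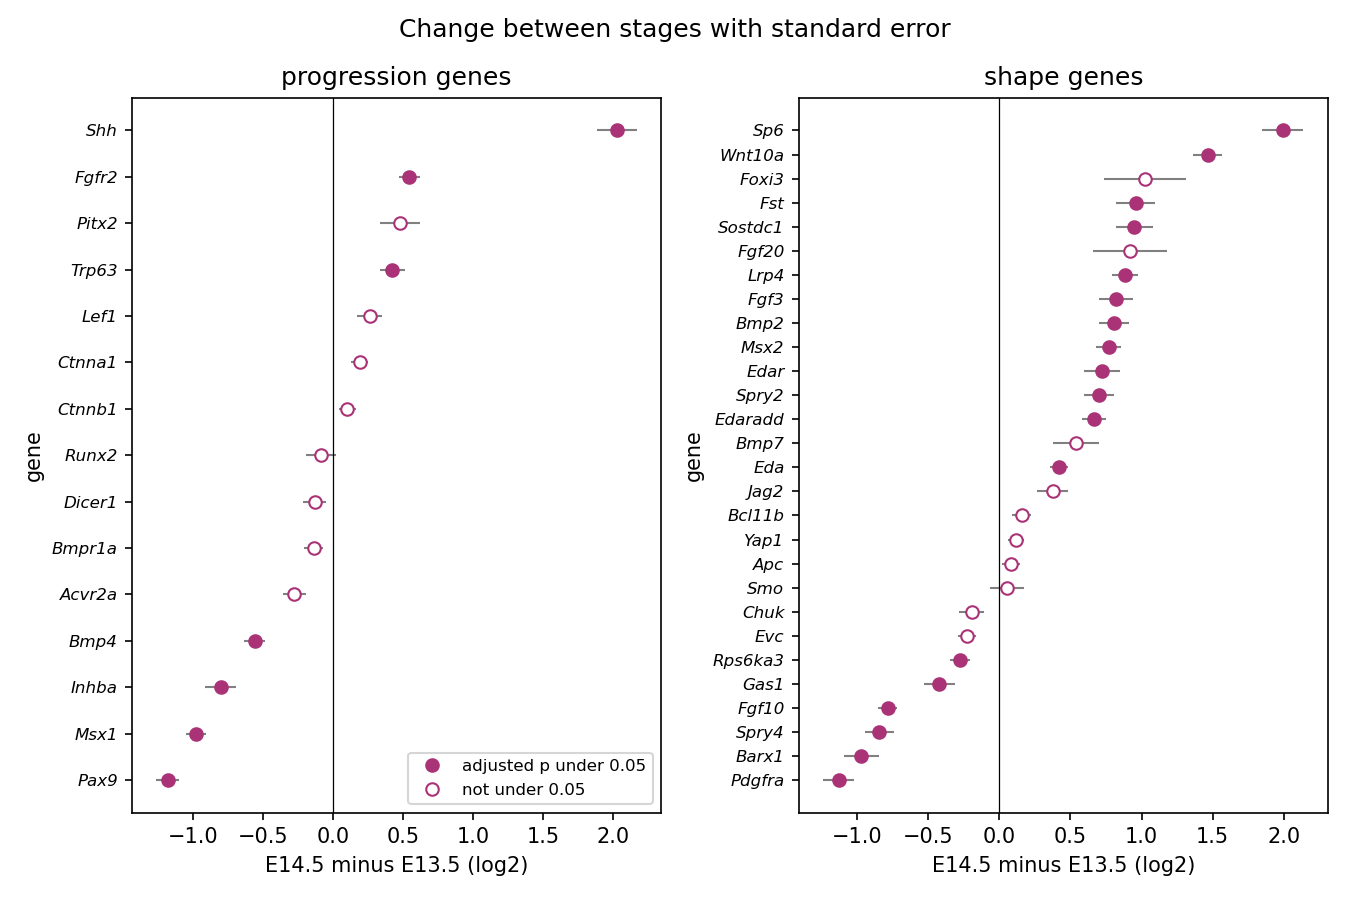
Change between stages (E14.5 minus E13.5, log2, x axis) of each progression gene (left) and shape gene (right), with bars for the standard error from limma. Filled points have an adjusted p under 0.05, which 7 of 15 progression and 18 of 28 shape genes reach, in both directions.

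The enamel knot is the epithelial signalling centre of the cap stage tooth, and a list of 12 of its genes was tested. Their median was higher at E14.5 by 0.86, from 6.02 ± 0.10 to 6.88 ± 0.13 (SD, n = 5, exact permutation p = 0.00794). A list of 7 epithelial genes also rose, by 0.56, so a larger epithelial share of the germs is not separated from a rise within the knot. The rise of *Fgf20* (0.92, limma adjusted p = 0.0549) did not pass over all genes but lay close to the threshold. It passed with quantile normalization (limma adjusted p = 0.0432) and without dim genes (limma adjusted p = 0.0352), among others, and without E13.5 replicate 5 or 6 or E14.5 replicate 1 (limma adjusted p = 0.048, 0.0493 and 0.0471; range over its alternatives 0.00593 to 0.134). *Fgf9* did not differ (-0.0116, limma adjusted p = 0.978), and the other 10 genes were higher. Of the list, 5 genes are also shape genes, 3 dispensable and 1 progression.

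Lastly the progression and shape categories were set against the 6 signalling pathways. These hold 8 of the 15 progression genes and 22 of the 28 shape genes. At E14.5 the 267 pathway genes had a median of 6.86, above all genes by 1.73 (permutation p = 1e-05, the smallest possible, adjusted 2.5e-05). The progression median was above that of the 220 genes of its 4 pathways by 1.19 (permutation p = 0.00037, adjusted 0.000617). The shape median was above that of the 6 pathways by 0.71 (permutation p = 0.00708, adjusted 0.00885), but on the E13.5 arrays the difference was 0.46 and did not pass (permutation p = 0.0658, adjusted 0.0658). Ligands made up 35.7% of the shape genes and 20% of the progression genes. Without its 10 ligands the shape category was above the 6 pathways by 0.81 at E13.5 (permutation p = 0.0069, adjusted 0.00862), more than with them. At E14.5 the difference was 0.63 (permutation p = 0.0446, adjusted 0.0446), less than with the ligands. The latter call was lost when ligands were also removed from the pathways, where the difference was 0.36 (adjusted permutation p = 0.135, range over its alternatives 0.00862 to 0.135). Removal from the pathways was tested only at E14.5, so the 0.81 at E13.5 is against pathways that kept their ligands. At E14.5 the 67 ligands of the pathways had a median of 5.74 and the 200 other genes one of 7.12. The difference was -1.38 (permutation p = 1e-05, the smallest possible, adjusted 2.5e-05). On single arrays that gap was -1.40 ± 0.10 (SD, n = 5).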

Values the study reported

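The study counted 11 genes whose double mutants arrest tooth development. It placed 272 genes in the 6 pathways, of which 221 belong to the families of the progression genes. Ligands made up 36% of shape genes and 20% of progression genes. The study also ran permutation tests of category medians on its microarrays. At the bud stage, progression against tissue and against dispensable genes had p-values below the threshold used here. Shape and double genes against the same categories had p-values above it. The study states that double genes were not raised against tissue or dispensable genes.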

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

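The tests of quantile normalization and of the epithelial list in this part were chosen after the arrays that stood apart had been seen, and before their outcomes were known. In 92 sets of 5 arrays, 1 array stood apart from the other 4 in 6 cases, its gap to the nearest being over 0.710 of the range. Chance sets apart about 1 set in 20, or 4.6 of 92, so the number itself is close to chance.

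*Foxi3* read 7.43 on E13.5 replicate 1, against 8.84 to 9.18 on the other 4 arrays, and 10.0001 on E14.5 replicate 6, against 9.68 to 9.71. ENSMUSG00000029306 read 5.85 on E13.5 replicate 1, against 3.60 to 4.08. *Frzb* read 8.13 on E14.5 replicate 1, against 7.23 to 7.41. On E14.5 replicate 4, the array with the narrowest spread of signals, *Fgf10* read 4.79, against 4.59 to 4.63, and *Cdkn1a* 6.91, against 7.26 to 7.36. Differences of signal spread between arrays argue poorly for the set as a whole, since 4 of the 6 stayed apart after quantile normalization; those of *Fgf10* and of *Foxi3* on E14.5 replicate 6 did not, and *Cdkn1a* stayed by a narrow margin (0.711 of the range).

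For *Foxi3* on E13.5 replicate 1, a smaller epithelial share in that pool of germs may be the source. The median of 7 epithelial genes was 7.24 on that array and 7.65 to 7.87 on the other 4, a gap of 0.648 of the range, which by itself is under the critical value of 0.710. A difference in developmental age of the pooled embryos within the stage stays open, as it was not tested. No biological explanation was tested for the other 5.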

How the results depend on the processing

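The fit with array spread as a covariate was chosen after the spreads were seen; it called 2646 genes, 1422 higher and 1224 lower. The gaps of the double category were also added after their values were seen and are left out of the counts that follow. All the other alternatives were set before the data were examined. Some alternatives have an outcome fixed in advance and are left out too, 62 of them for values that answer a comparison and 2 for the enamel knot list. These are centring for differences between lists, unadjusted p, and the change relative to the median of all genes, which repeats centring. They also include the paired sign-flip test, and leaving out dim genes where the median of the list stays the same. Unadjusted p is fixed only for comparisons already past the threshold. It could have given double genes a call against dispensable at either stage or tissue at E14.5. It did not (permutation p = 0.0676 at E13.5 and 0.268 at E14.5 against dispensable, 0.0695 against tissue). Of the remaining alternatives for the values that answer a comparison, 348 kept direction and side of the threshold (or a count within 1.5 times), 34 lost a call, 5 gained one, 11 moved a count and 4 changed sign. For single genes and counts within lists, 649 were kept, 5 changed sign, 15 gained a call, 1 lost one and 6 moved. The count of progression genes rose from 7 to 11 with quantile normalization and with array weights.

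Of the 2162 genes changed between stages, array weights gave 3911 (1939 higher, 1972 lower), adjusted p under 0.01 gave 1155 (698 higher, 457 lower) and a change of at least 1 log2 unit gave 171 (85 higher, 86 lower). The last 2 are stricter by construction; the cause of the first was not tested. Without 1 array the count ran from 1479 to 2554, the higher genes from 867 to 1204 and the lower ones from 612, without E13.5 replicate 5, to 1350; without E14.5 replicate 6 the lower genes were 619. Quantile normalization called 2498 genes, which held 93.4% of the 2162, and centring 1677, which held 76.2%.

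All comparisons of progression genes with control categories, and of shape genes at E14.5, kept their calls. Leaving out dim genes lowered the differences from other genes. At E13.5 they were then 2.02 for progression, 1.44 for shape and 1.56 for double, and at E14.5 2.28, 1.79 and 1.27. At E13.5, shape against tissue lost its call with quantile normalization (0.855, adjusted permutation p = 0.0509), without dim genes (0.747) and in a two-sided test (0.866), as did shape against dispensable without dim genes (0.564) and two-sided (0.654), and double against tissue without dim genes (0.873) and two-sided (0.991). Without 1 array these differences ran from 0.751 to 1.13, 0.586 to 0.830 and 0.895 to 1.14. Their adjusted permutation p without 1 array ran from 0.0311 to 0.0603, 0.0231 to 0.0534 and 0.0136 to 0.0507, and in the two-sided test it was 0.0997, 0.0945 and 0.0707. Double against dispensable at E13.5 gained a call with the difference of means (0.846). The causes were not tested. Centring an array moves all genes alike, so it says nothing about these gaps.

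The progression change between stages of 0.162 reversed to -0.0078 with list means (adjusted exact permutation p = 0.849, so neither sign is established), and lost its call at 0.163 when centred or taken relative to the median of all genes. The shape change lost it in the latter 2 settings at 0.330. Quantile normalization kept both calls (progression 0.201, shape 0.363, adjusted exact permutation p = 0.00992 for each), and list means kept that of shape (0.341, adjusted exact permutation p = 0.0132). Without 1 array the changes ran from 0.117 to 0.186 and from 0.240 to 0.376; with 126 splits these tests have fewer steps. The tissue change of 0.0503, not past the threshold, was -0.0308 without dim genes and ran from -0.000442, without E13.5 replicate 6, to 0.0942 without 1 array. The gap change of progression minus tissue was -0.0794 with list means, and did not pass with either sign. With list means the tissue change gained a call (0.0715), as did the gap changes of progression minus dispensable (-0.114), shape minus tissue (0.270) and shape minus dispensable (0.236). The causes were not tested.

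Shape against the 6 pathways lost its call on the E13.5 arrays (0.456), and shape without ligands when the background also lacked ligands (0.364). The causes were not tested.

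The replicate numbers were not taken to pair the arrays, as the study's methods use no such block. A check of the numbers did not decide this. The correlation was near 0 for replicates 2 and 5 and positive for replicates 1, 4 and 6. Deviations of same-numbered arrays correlated across genes at 0.393, -0.0792, 0.513, 0.0304 and 0.283 for replicates 1, 2, 4, 5 and 6, and those of different-numbered arrays at -0.567 to 0.420. A link within some of the numbers is not excluded. With the replicate block limma called 2077 genes (1157 higher, 920 lower). The paired sign-flip test of 5 differences cannot go below 0.0625, so the category changes of 0.162 (progression), 0.328 (shape), -0.318 (double) and 0.262 (dispensable) could not pass under it, nor that of the enamel knot list (0.861), nor the gap changes of double minus tissue (-0.369), dispensable (-0.580) and other (-0.317), which were kept in their other alternatives; among named genes the block removed the call of *Trp63* (limma adjusted p = 0.0572, range over its alternatives 0.00387 to 0.0572) and gave calls to *Fgf20* (limma adjusted p = 0.00593, range 0.00593 to 0.134) and *Foxi3* (limma adjusted p = 0.0433, range 0.00132 to 0.128). *Fgf9*, not past the threshold, was 0.0275 with quantile normalization and ran from -0.0915 to 0.0393 without 1 array.

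Omission of genes of the female and male lists was not run, as none of their genes had a matched ID. The restriction of control genes to the upper part of the table is the same setting as leaving out dim genes. Signal over background was not analysed here, so how far dim genes such as *Fgf3* and *Fgf10* are measured above background is unknown.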

Other observations

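The comparisons with random lists of the same signal for the double and shape medians were chosen after these medians were seen, and the look within stages at the share of the germs after its pooled value. The epithelial and mesenchymal lists and the tests of the first component were chosen after an exploratory look at the arrays that had shown some gene changes, component scores and array spreads; the outcomes of those tests were not known. The ligand, pathway and replicate spread tests were written before their outcomes.

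Chance can be excluded for the number of genes changed between stages. Of 100 splits of the 10 arrays into 5 and 5 (of 126 possible), 1, the real one, gave as many as 2162 genes. The richest other split gave 291, and 4 of the others gave any.

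The fall of the double median and the rise of the shape median may reflect the makeup of the dissected germs. A list of 12 mesenchymal genes fell by 0.468 in its median, from 8.12 ± 0.06 to 7.65 ± 0.07 (SD, n = 5, exact permutation p = 0.00794), and a list of 7 epithelial genes rose by 0.561, from 7.64 ± 0.24 to 8.20 ± 0.15 (SD, n = 5, exact permutation p = 0.00794; adjusted 0.00794 over both lists). The mesenchymal list holds no double gene but 3 shape and 2 progression genes, and the epithelial list holds 1 shape and 2 progression genes. A lower mesenchymal share alone leaves part of the list unexplained, since 8 of its genes were lower and 2, *Col1a1* and *Dcn*, were higher by limma, named here after their values were seen. Growth of the epithelium, regulation within each tissue and dissection all remain open, and the arrays hold no separate tissues. The same holds for the enamel knot list and for single genes of the epithelial and mesenchymal lists. Drift of genes of similar signal argues differently for the double and shape medians. Of 10000 random lists of the same size and signal, 0.01% rose as much as the shape genes, while 4.07% fell as much as the double genes, a list of 11, which leaves that explanation open.

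The first component may be array-wide spread of signals left after normalization. Across the 10 arrays its score followed the SD of signals (Pearson r = -0.933, permutation p = 0.0001, adjusted 0.0003 over 3 relations; Spearman rho = -0.903, permutation p = 0.00088, adjusted 0.00264), with r = -0.797 without the 2 arrays farthest from the median SD. After quantile normalization the first component separated the stages (exact permutation p = 0.00794) with 31.8% of the variance. The epithelial to mesenchymal share of the germs is left open as a source. With stage means removed, the difference of the lists showed no overall relation to the score (Pearson r = 0.00924, permutation p = 0.981, adjusted 0.981; Spearman rho = -0.139, permutation p = 0.706, adjusted 0.706), with r = -0.148 without the 2 farthest arrays. That value decides nothing, because the relation was positive at E13.5, where it turned without replicate 1, and inverse at E14.5, where it was close and kept its sign whichever array was left out. With 5 arrays per stage no coefficient is given within stages, and the share cannot be told apart from other sources. The third relation was that between the scores before and after quantile normalization (Pearson r = 0.763, permutation p = 0.00866, adjusted 0.013; Spearman rho = 0.685, permutation p = 0.0342, adjusted 0.0513), with r = 0.556 without the 2 farthest arrays; the rank correlation did not pass after adjustment.

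Ligands changed more between stages than other pathway genes. Their median absolute change was 0.23, against 0.14 for the others (one-sided permutation p = 0.00364), and 26 of 67 ligands against 48 of 200 others passed the threshold of limma. No pathway as a whole passed, which does not exclude smaller shifts. The lowest adjusted exact permutation p over the 6 pathways was 0.0952, for Wnt, whose median was 6.80 ± 0.06 at E13.5 and 7.11 ± 0.15 at E14.5 (SD, n = 5). Progression genes were not shown to vary less between replicates than genes of similar signal. Their median SD was 0.119, the median of the random lists was 0.127, and 28.8% of those lists had as low a value, so a smaller spread is left open.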
